A study of Mus musculus with 15 samples. Its data were reported in "TET-dependent regulation of retrotransposable elements in mouse embryonic stem cells" (2016).

How the data were processed

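Total RNA of E14 cells, a line of mouse embryonic stem cells (ESCs), was sequenced after depletion of rRNA in 15 libraries. The labels placed 5 libraries in each of 3 groups: cells with a non-targeting short hairpin RNA (shRNA; shScr), with an shRNA against Tet1 (shTet1) or with an shRNA against Tet2 (shTet2). Hairpins were delivered by lentivirus, and RNA was taken after 3 days of puromycin selection. The labels name a pair of RNA extraction methods without saying which library had which. The paper reports that RNA was treated with DNase, either from the extraction kit or from a separate kit. Small RNA libraries of the same study were not analysed here.

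The authors trimmed the reads, aligned them to the mm9 mouse genome with Tophat, counted them per gene and per annotated repeat in Seqmonk, and normalised the counts with DESeq2. A read with several equally good positions was kept at 1 of them, and the reads of all copies of a repeat class were pooled. The deposited gene table (26061 genes) and repeat table (1217 repeat classes) hold variance-stabilised values by the authors on a scale that approaches log2 for well-covered features. The lowest value of each table (4.25 for genes, 2.39 for repeat classes) stands for 0 reads. Undoing the transformation gave whole reads for 100% of the values above that minimum, so that reads per feature and the scaling factor of each library could be recovered. The repeat table had been scaled by each library's total gene reads relative to those of shScr replicate 5 (largest gap 0.000879), whereas the gene table had other scaling factors. The libraries were directional, but the use of strand in the counting was not stated. Reads of multi-copy gene families, and of genes that overlap others, are therefore uncertain in their assignment.

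Recovered reads per library ranged from 15258291 to 35432425 in genes and from 7476759 to 19985961 in repeat classes. Within groups, the correlation of the gene values of 2 libraries lay between 0.977 and 0.995 over 30 pairs. The chi-square per degree of freedom of their reads was at least 22.6, so that no library was a copy of another and replicates differed by far more than counting error.

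All differences were computed on the deposited values with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend of the variance over the mean), in 1 fit over all 15 libraries with the group as the only term and a two-sided test. Features above the table minimum in at least 5 of 15 libraries were tested, which left 19490 genes and 1187 repeat classes. P-values were adjusted by Benjamini-Hochberg within each table and comparison, with a threshold of 0.05. The comparisons were shTet1 against shScr, shTet2 against shScr and shTet2 against shTet1. For single features, a two-sided exact permutation test of 5 against 5 libraries was added, in which 0.00794 is the smallest p-value that can be reached. Sets were tested with camera (preset correlation 0.01, and with the correlation estimated) and fry of the same package. The sets were the repeat classes bound by TET1 in outside ChIP-seq data named in the study, a list of regulators partly named in the study and partly added as related genes, and 7 gene lists (2-cell-like, trophoblast, primitive endoderm, Nodal signalling, interferon response, p53 response and naive pluripotency). These lists, the design, the tests and the first set of alternatives were written before the data were examined, and further alternatives were added after seeing the data.

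The named genes were Tet1, Tet2 and Tet3, regulators with an adjusted p-value under 0.05, the L1Md_T, L1Md_A and L1Md_Gf repeat classes, and features chosen by rule. The rule took, per knockdown, the 5 genes up and the 5 down with the largest difference (3 and 3 for repeat classes). It asked for an adjusted p-value under 0.05, values that did not overlap between the groups, and a mean of the higher group at least 2 units over the table minimum. Predicted genes without a symbol were skipped, which removed 0 genes for shTet1 and 10 for shTet2, and 1 gene that met the rule is not reported and was not replaced. Positions are from the GENCODE vM1 annotation of the mm9 genome.

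The replicate numbers were checked for pairing by correlating, across genes, the deviations of same-numbered libraries from their group means. These correlations were 0.374 to 0.657 between shTet1 and shScr and 0.330 to 0.731 between shTet2 and shTet1, so that the numbers were taken to pair the libraries in these comparisons. For shTet2 against shScr they did not pass for every pair. A principal component of the same deviations held 37.9% of their variance and separated replicates 1 and 2 from replicates 3 to 5 in all 3 groups. The labels give no batch, and this split was treated as one. Same-numbered libraries lie on the same side of it, so the split alone could make them correlate. Differently numbered libraries of the same side were not compared, so the check does not tell pairing from batch.

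Alternatives included the filter, the variance trend, the libraries in the fit, median centring, quantile normalisation, array weights, the replicate number as a block, a stricter call and leaving out each library in turn. Those added after seeing the data were voom on the recovered reads, a batch term (replicates 1 and 2 against 3 to 5) and the share of reads in olfactory and vomeronasal receptor genes as a covariate. The procedure was tested on simulated reads for the real features. With 200 of 19490 genes changed by 1 log2 unit, limma recovered 56% of them with 10 unchanged genes called, and the median size of its estimates was 0.90. With 100 of 1187 repeat classes changed by 1 log2 unit, 29% were recovered with 1 unchanged class called. In a simulated comparison without change, it called 0 genes and 0 repeat classes. Simulated features varied independently of each other and without a batch, unlike the real ones. The simulation therefore cannot show how many false calls arise when whole libraries differ. Comparisons that share control libraries were set against simulated unchanged groups with the same controls. Other splits of the libraries were refitted, 100 per comparison including the real one. Tables were prepared with Python 3.11.15. Promoter capture Hi-C contacts, which the study used to link repeats to genes, were not used here.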

Results

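The libraries measured gene and repeat RNA in ESCs depleted of TET1 or TET2, enzymes that oxidise methylated cytosine in DNA, and in control cells. Each of the 3 groups held 5 libraries. Reads in genes averaged 20301741 ± 1566233 per library in shScr, 22939365 ± 4525223 in shTet1 and 24727468 ± 7570602 in shTet2 (SD, n = 5 each). Repeat classes took 43.2 ± 8.50, 41.4 ± 10.5 and 48.0 ± 10.3 reads per 100 gene reads in the same order.

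Both knockdowns lowered their target. Tet1 (chromosome 10, 62267318 to 62361866, mm9) was 13.99 ± 0.21 in shScr and 12.15 ± 0.18 in shTet1 on the variance-stabilised log2 scale (SD, n = 5 each). The difference was −1.84 (SE 0.19, 95% confidence interval −2.24 to −1.44, limma with Benjamini-Hochberg adjusted p = 0.000228), and the exact permutation p was 0.00794. Normalised Tet1 reads averaged 4534 ± 585 in shTet1, or 27.8% of the 16309 ± 2282 in shScr (SD, n = 5 each). Tet2 (chromosome 3, 133126643 to 133207354) was 13.33 ± 0.15 in shScr and 11.42 ± 0.20 in shTet2 (SD, n = 5 each). Its difference was −1.90 (SE 0.13, 95% confidence interval −2.18 to −1.62, limma with Benjamini-Hochberg adjusted p = 3.67e-07), with the same exact permutation p of 0.00794. Normalised Tet2 reads averaged 26.6% of shScr in shTet2. All 5 shTet1 libraries lay below all shScr libraries for Tet1, and all 5 shTet2 libraries did for Tet2. Among the alternatives run, array weights moved Tet1 most, to −1.73, and median centring moved Tet2 most, to −2.01, and both genes stayed past the threshold in each.

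**Figure D1:**
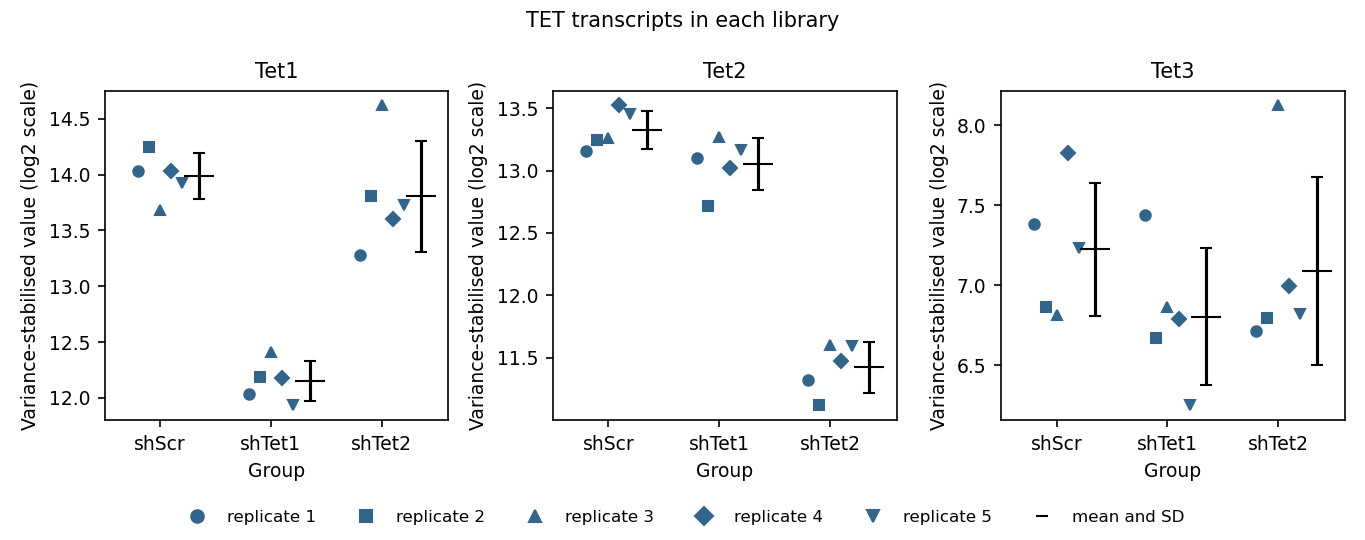
Variance-stabilised values (log2 scale) of Tet1, Tet2 and Tet3 in each of the 15 libraries by group, with the mean and SD beside the points. Tet1 lies between 11.93 and 12.41 in shTet1, below all shScr libraries, and Tet2 between 11.12 and 11.61 in shTet2.

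The other TET genes changed less. Tet1 in shTet2 differed from shScr by −0.18 (95% confidence interval −0.58 to 0.22), and Tet2 in shTet1 by −0.27 (−0.55 to 0.01). The interval of Tet2 in shTet1 excluded 0 with the replicate block (−0.48 to −0.07), with a limma Benjamini-Hochberg adjusted p of 0.114 over all genes. Tet3 (chromosome 6, 83312367 to 83391672) was low throughout, with 119, 81.1 and 112 normalised reads on average in shScr, shTet1 and shTet2. Its differences of −0.42 in shTet1 and −0.13 in shTet2 were within the spread between replicates. The shTet1 target lay in the 3′ UTR of Tet1 (chromosome 10, 62275116 to 62275136), in the last exon of both transcripts that held it. The shTet2 target lay in the coding sequence of Tet2 (chromosome 3, 133132417 to 133132437), in exon 9 of 10 or exon 10 of 11 depending on the transcript. No other annotated protein-coding gene held either 21-base target. With 1 hairpin per gene, an effect of the hairpin itself and an effect of the lost TET were not separable.

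To ask how single-copy genes respond to loss of each TET, every gene was compared between shTet1 and shScr. In limma with Benjamini-Hochberg adjustment, 14 of 19490 genes had an adjusted p under 0.05, 9 higher and 5 lower in shTet1. At an unadjusted p under 0.05, the count was 2295, against 974.5 expected by chance. Other splits of the same libraries gave up to 3828 such genes, so an excess over 974.5 does not by itself show a response. The replicate block moved the count of 14 most, to 935 genes (495 higher, 440 lower), which included all 14. Single libraries also decided it, since the count was 171 without shTet1 replicate 5 and 1 without shScr replicate 2 or shTet1 replicate 1, 2 or 4.

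Among the genes reported, Spnb1 (chromosome 12, 77681475 to 77811534) had the largest increase on TET1 depletion. It rose from 7.84 ± 0.24 to 9.32 ± 0.60 (SD, n = 5 each), a difference of 1.47 (SE 0.23, limma with Benjamini-Hochberg adjusted p = 0.0144). Scd1, Clip1 and Paqr8 also rose, with differences of 1.42 (SE 0.25), 1.19 (SE 0.19) and 1.12 (SE 0.18). Beside Tet1, the genes that fell were Peg3, Cpd, Map2k4 and Ssx2ip, with differences of −0.99 (SE 0.16), −0.90 (SE 0.14), −0.81 (SE 0.13) and −0.63 (SE 0.11). Peg3 (chromosome 7, 6656603 to 6683132) fell from 11.68 ± 0.15 to 10.69 ± 0.22 (SD, n = 5 each; limma with Benjamini-Hochberg adjusted p = 0.0161). All of these genes moved the same way in 5 of 5 same-numbered pairs. In the 4 fits with a count of 1, only Tet1 was past the threshold. Ssx2ip lost it in 8 of the 10 fits that each left out 1 library, Scd1 in 6, and the other genes named here, beside Tet1, in 4. Scd1 shared 4.66% of its 50-base stretches with other transcripts, so a small part of its reads could be misplaced.

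Depletion of TET2 changed 76 of 19490 genes against shScr in limma with Benjamini-Hochberg adjusted p under 0.05, 43 higher and 33 lower, and 2257 genes had an unadjusted p under 0.05. The direction of these calls depended on the scaling. Centring each library on its median shifted all differences by −0.11 and left 39 genes, 5 higher and 34 lower, of which 36 were among the 76. The count fell to 10 without shTet2 replicate 2, 13 without shTet2 replicate 1, 14 without shScr replicate 1, 20 without shScr replicate 5 and 21 without shScr replicate 2. It was 28 without shScr replicate 3 and 33 without shTet2 replicate 4.

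Among the genes that the rule took as lower in shTet2, Tet2 was followed by Inhbb (chromosome 1, 121312042 to 121318825). Inhbb encodes an activin subunit. Inhbb was 9.62 ± 0.56 in shScr and 7.95 ± 0.43 in shTet2 (SD, n = 5 each), a difference of −1.67 (SE 0.25, limma with Benjamini-Hochberg adjusted p = 0.00655). Next came l7Rn6, Ormdl2 and Slc25a15, with differences of −1.42 (SE 0.17), −1.38 (SE 0.16) and −1.15 (SE 0.19). Exons of Dnajc14 on the opposite strand covered 75.9% of the exonic bases of Ormdl2, and Dnajc14 itself differed by −0.24 (limma with Benjamini-Hochberg adjusted p = 0.544). The rule took Crxos1 (chromosome 7, 16467966 to 16489379), Tdpoz3, Ryr3, Ccdc141 and Fstl5 as the genes with the largest increase. Crxos1 rose from 6.14 ± 0.20 to 7.48 ± 0.34 (SD, n = 5 each), a difference of 1.34 (SE 0.20, limma with Benjamini-Hochberg adjusted p = 0.00655). The differences of the others were 1.32 (SE 0.29), 1.30 (SE 0.27), 1.29 (SE 0.17) and 1.28 (SE 0.27). Tdpoz3, Ryr3 and Fstl5 lost the threshold under median centring, with adjusted p-values of 0.108, 0.0939 and 0.0908 in limma with Benjamini-Hochberg adjustment. Tdpoz3 and Ryr3 lost it in each of the 10 fits that left out 1 library, Fstl5 in 9 and Slc25a15 in 2, while Crxos1, Ccdc141, Inhbb, l7Rn6 and Ormdl2 kept it in all 10. Tdpoz3 belongs to a multi-copy family and shared 3.05% of its 50-base stretches with other transcripts, Crxos1 shared 6.22%, and exons of Aven on the opposite strand covered 5.17% of the exonic bases of Ryr3.

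The direct test of whether the depletions differ gave more genes than either comparison with shScr. Between shTet2 and shTet1, 827 of 19490 genes had a Benjamini-Hochberg adjusted p under 0.05 in limma, 561 higher and 266 lower in shTet2, and 3057 had an unadjusted p under 0.05. With the replicate block the count was 2178 (1271 higher, 907 lower), including all 827. After median centring it was 764, 437 higher and 327 lower. Leaving out shTet1 replicate 2, shTet2 replicate 2 or shTet1 replicate 1 lowered it to 512, 521 or 544.

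The effects of the knockdowns were then compared with each other. Across genes, which are not independent replicates, the log2 differences of the knockdowns from the same shScr libraries had r = 0.237 and the same sign in 63.8% of genes. Unchanged groups simulated against the same controls gave a mean r of 0.492 (95% range −0.11 to 0.893) and the same sign in 67.7% of genes. With the shScr libraries split between the comparisons, the only alternative run, the mean r was −0.11 (range −0.27 to 0.02). No gene was called in both comparisons, out of the 14 and 76, and 525 had an unadjusted p under 0.05 in both, 348 of them with the same sign.

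Among 26 regulators, partly named in the study and partly related genes added here (TETs, their partners, DNA methyltransferases, histone modifiers and pluripotency factors), the targeted TET was the only gene called in each knockdown. This held over all genes tested (1 in shTet1, 1 in shTet2) and adjusted over the list alone (1 and 1). The counts at an unadjusted p under 0.05 were 1 and 3. Between shTet2 and shTet1, the 2 regulators called over all genes were Tet1 and Tet2, the targets of the hairpins. When adjusted over the list alone, 5 were called, these 2 included. The counts rose to 6 and 10 with the replicate block.

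Repeat levels varied between libraries within each group. The median value of the tested repeat classes lay between 7.92 and 8.98 in shScr, 7.85 and 8.88 in shTet1, and 8.01 and 8.82 in shTet2. The share of gene reads in 1439 olfactory and vomeronasal receptor genes, which ESCs are not known to use, separated the libraries into 11 with 9.43 to 26.3 reads per 1000000 gene reads and 4 with 53.3 to 63.4. The repeat level was 8.78 to 8.98 in those 4 libraries and 7.85 to 8.82 in the other 11, on the log2 scale of reads scaled by gene reads. Within the 11, repeat level and receptor share, each as deviation from its group mean, had r = 0.71 (permutation p = 0.0294, adjusted 0.0735 over 5 such relations). Spearman's rho was 0.655 (permutation p = 0.0573, adjusted 0.0720), and r was 0.551 without the 2 libraries farthest from the median share. Within replicates 1 and 2 of all groups (6 libraries) r was 0.613, and replicates 3 to 5 hold too few of the 11 for a value of their own.

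**Figure D2:**
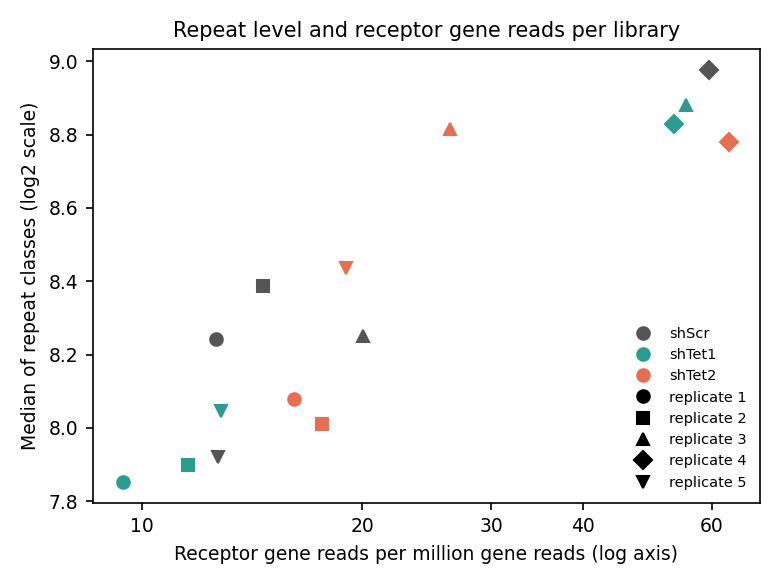
Median of the repeat classes (log2 scale) against receptor gene reads per 1000000 gene reads (log axis) in the 15 libraries, by group and replicate. The 4 libraries with 53.3 to 63.4 receptor reads have repeat levels of 8.78 to 8.98.

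Of 1187 repeat classes, 0 had a Benjamini-Hochberg adjusted p under 0.05 in limma for shTet1 against shScr and 0 for shTet2 against shScr. At an unadjusted p under 0.05 there were 10 and 15, fewer than the 59.4 expected by chance. Between shTet2 and shTet1, 3 classes were called, all higher in shTet2, and 32 had an unadjusted p under 0.05. Array weights moved these counts most, to 22 classes for shTet1 against shScr and 531 for shTet2 against shTet1. In simulated reads, 29% of classes changed by 1 log2 unit were recovered, so smaller changes could be missed at this spread.

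The 3 classes, named after their values were seen, were MERVL-int, MT2_Mm and ORR1A3-int, of which MT2_Mm is the long terminal repeat of MERVL, an endogenous retrovirus. MERVL-int was 18.44 ± 0.35 in shScr, 17.01 ± 1.09 in shTet1 and 19.17 ± 0.24 in shTet2 (SD, n = 5 each). Between shTet2 and shTet1 it differed by 2.15 (SE 0.38, 95% confidence interval 1.35 to 2.96, limma with Benjamini-Hochberg adjusted p = 0.0145). The exact permutation p was 0.00794, and all 5 shTet2 libraries lay above all shTet1 libraries. MT2_Mm differed by 1.99 (SE 0.34) and ORR1A3-int by 1.82 (SE 0.33). Against shScr, MERVL-int differed by −1.43 in shTet1 (95% confidence interval −2.24 to −0.62) and by 0.73 in shTet2 (−0.08 to 1.53). The exact permutation p-values were 0.0159 and 0.00794, unadjusted and for a class named after its values were seen, while limma over all classes gave Benjamini-Hochberg adjusted p-values of 0.990 and 1. The adjusted p in shTet1 was 0.00346 with array weights and 0.0348 with the receptor share as a covariate. Within replicates 1 and 2 the difference between the knockdowns was 3.20, and within replicates 3 to 5 it was 1.46. The count of 3 classes fell to 0 without shTet1 replicate 2, shTet2 replicate 2 or shTet2 replicate 4, and in the fit of these 2 groups alone.

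**Figure D3:**
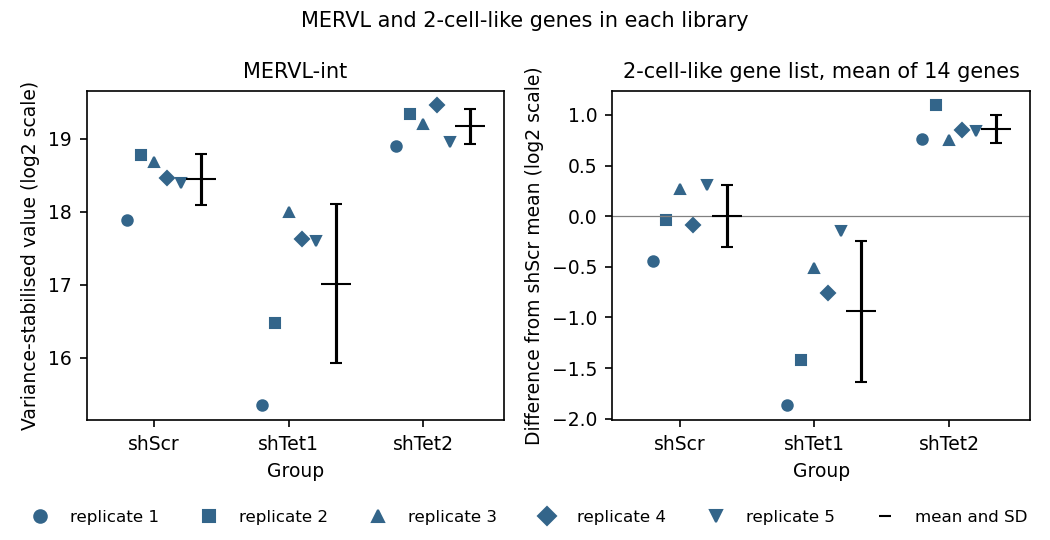
MERVL-int (variance-stabilised value, log2 scale) and the mean of 14 genes of the 2-cell-like list as difference from the shScr mean (log2 scale) in each library, with the mean and SD beside the points. All shTet2 libraries (18.89 to 19.45) lie above all shTet1 libraries for MERVL-int, the lowest of which is at 15.35.

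The study asked whether young L1 families, retrotransposons bound by TET1, depend on TETs for their expression. L1Md_T was 19.01 ± 0.28 in shScr, 18.47 ± 0.52 in shTet1 and 18.73 ± 0.51 in shTet2 (SD, n = 5 each). The differences in shTet1 were −0.54 for L1Md_T (95% confidence interval −1.11 to 0.02), −0.47 for L1Md_A (−0.91 to −0.04) and −0.47 for L1Md_Gf (−1.11 to 0.17). The exact permutation p-values were 0.0873, 0.0556 and 0.167, and the lowest was 0.262 after Benjamini-Hochberg adjustment over 6 tests. In shTet2 the differences were −0.28 (−0.85 to 0.29), −0.18 (−0.61 to 0.26) and −0.26 (−0.91 to 0.38), with exact permutation p-values of 0.310, 0.373 and 0.373. In limma over all classes the Benjamini-Hochberg adjusted p was 1 for each of the 6 differences. Array weights moved L1Md_T in shTet1 most, to −0.88. With the replicate block the intervals in shTet1 excluded 0 for L1Md_T (−0.98 to −0.11) and L1Md_Gf (−0.88 to −0.05) as well. The differences in shTet1 were −1.07, −0.87 and −1.01 within replicates 1 and 2 and −0.19, −0.20 and −0.11 within replicates 3 to 5. In shTet2 they were −0.78, −0.57 and −0.77 within replicates 1 and 2 and 0.05, 0.08 and 0.07 within replicates 3 to 5, where the means did not fall. Without shTet2 replicate 3, the differences in shTet2 within replicates 3 to 5 were −0.14, −0.11 and −0.09. All these differences carry the repeat level of whole libraries, which was not removed. In replicates 1 and 2 that level was 8.24 and 8.39 in shScr, 7.85 and 7.90 in shTet1, and 8.08 and 8.01 in shTet2. In replicates 3 to 5 it was 8.25, 8.98 and 7.92 in shScr and 8.88, 8.83 and 8.05 in shTet1. For shTet2 it was 8.82, 8.78 and 8.44. Whether L1 fell less in replicates 3 to 5 beyond that level is therefore not shown. A fall was present in 4 of 5 same-numbered pairs of shTet1 and shScr for each family.

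**Figure D4:**
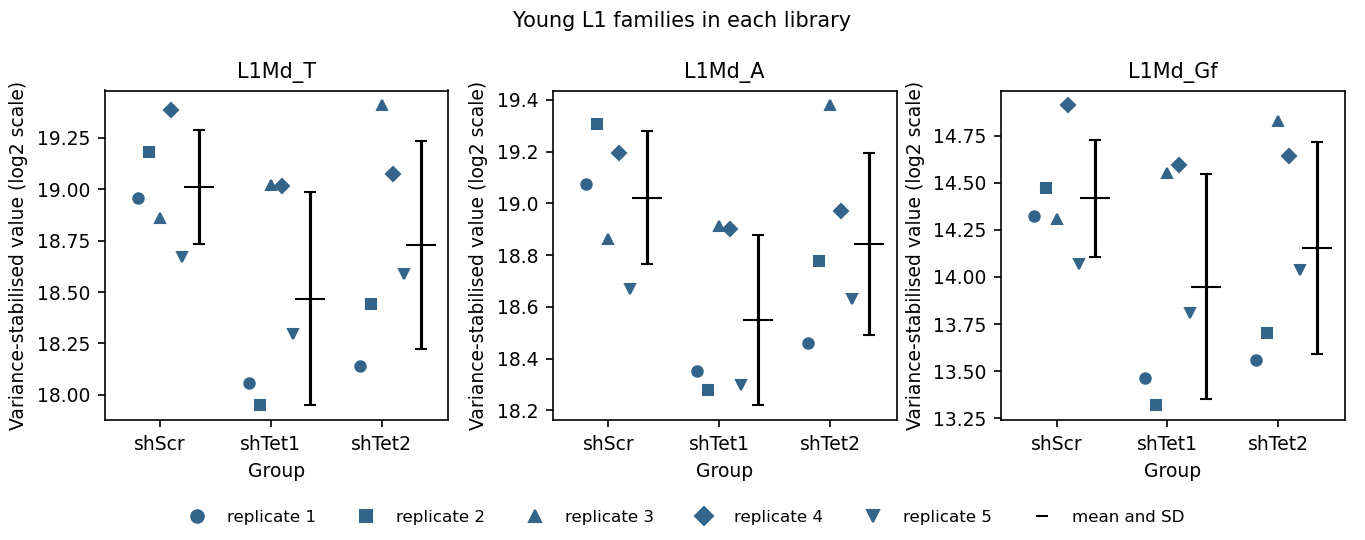
Variance-stabilised values (log2 scale) of L1Md_T, L1Md_A and L1Md_Gf in each of the 15 libraries by group, with the mean and SD beside the points. The groups overlap for each family, as for L1Md_T with 18.67 to 19.38 in shScr and 17.95 to 19.02 in shTet1.

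As a set, the 46 repeat classes bound by TET1 had a median difference of −0.10 in shTet1, against −0.06 for all classes, and 34 of them were lower. The camera test with preset correlation gave p = 0.0166 in shTet1 and 0.376 in shTet2. The call in shTet1 did not hold with the estimated correlation of 0.745 (p = 0.627) or under fry (p = 0.644). No class of the set was called over all classes, and 0 were called when adjusted over the list alone, in either knockdown. At an unadjusted p under 0.05 there were 1 in shTet1 and 0 in shTet2. The camera call was also lost without shTet1 replicate 1 (0.125) or shScr replicate 4 (0.0543), and for the 30 classes bound in both mappings of the outside data (0.131).

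Of the 14 tests of 7 gene lists in the knockdowns, 7 passed camera with preset correlation after Benjamini-Hochberg adjustment, 4 passed fry and 0 passed with the estimated correlation, the alternative that moved the count most (4 at an unadjusted p under 0.05). The 2-cell-like list (14 of 21 genes found and tested) had a median difference of −0.98 in shTet1, with 14 of 14 genes lower (fry adjusted p = 0.0342). In shTet2 it was 0.97, with 13 of 14 genes higher (fry adjusted p = 0.0391). The p53 response list fell by 0.49 in shTet1, with 14 of 15 genes lower (fry adjusted p = 0.0342), and the primitive endoderm list fell by 0.65 in shTet2, with 13 of 15 genes lower (fry adjusted p = 0.0342). Passing camera alone were primitive endoderm in shTet1 (median −0.21), and p53 response (−0.06) and naive pluripotency (−0.22) in shTet2. Nodal signalling had a median difference of 0.39 in shTet1 (fry adjusted p = 0.432), which passed with the replicate block (0.00761), and 0.01 in shTet2. Trophoblast medians were −0.06 and 0.11 and interferon response medians 0.02 and 0.08 in shTet1 and shTet2, with neither list past camera or fry. Without shScr replicate 1 or 2, shTet1 replicate 4, or shTet2 replicate 1 or 2, 0 lists passed fry, and without shScr replicate 5, 1 did. Of the 15 fits that left out 1 library, the 2-cell-like call was lost in 7 for shTet1 and in 10 for shTet2. The call of p53 response in shTet1 was lost in 7, and that of primitive endoderm in shTet2 in 6. Between shTet2 and shTet1 the 2-cell-like list differed by 1.89, with 13 of 14 genes higher (fry p = 3.35e-05, unadjusted; estimated correlation p = 0.00317). Primitive endoderm (median −0.40), p53 response (0.43) and naive pluripotency (−0.19) passed camera with preset correlation alone. Their unadjusted camera p-values were 7.95e-05, 0.000781 and 0.00695, and their fry p-values 0.0527, 0.0512 and 0.0805.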

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

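The tests of the MERVL and 2-cell-like difference below were chosen only after the result was seen. The tests of receptor reads, repeat levels and other splits of the libraries were chosen earlier. Of 93 groups of 5 libraries examined for 1 library far from its group, 3 had such a library, where 4.65 would be found by chance.

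Receptor gene reads were 59.5 per 1000000 gene reads in shScr replicate 4, where the next library of the group had 20.01, and 63.4 in shTet2 replicate 4, where the next had 26.3. In shTet1, replicates 3 and 4 had 55.3 and 53.3, so that neither stood alone. If genomic DNA had entered these libraries, other gene families that ESCs are not known to use (Krtap and Defb) would be expected to rise with the receptors. Within groups, Spearman's rho between the shares was 0.40 over 15 libraries (permutation p = 0.135, adjusted 0.135 over 5 relations) and r was 0.527 (permutation p = 0.0558, adjusted 0.0925). The correlation r was 0.940 within replicates 3 to 5, which hold all 4 high libraries, and −0.243 within replicates 1 and 2, so this stays open. The Krtap and Defb share rested on 828 reads in all libraries together. Between receptor share and gene reads rho was −0.518 (permutation p = 0.0576, adjusted 0.0720) and r was −0.214 (permutation p = 0.451, adjusted 0.451). The correlation r was −0.809 within replicates 1 and 2 and 0.107 within replicates 3 to 5, where it did not hold. The library with the highest share, shTet2 replicate 4, also had the most gene reads (35432425). Because gene reads divide the share, a negative relation is partly built in, and depth cannot be told apart from the other explanation. No biological explanation was tested, since high libraries occurred in all 3 groups.

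Tet3 was 8.12 in shTet2 replicate 3, with the next library of the group at 6.996. It is a single library, the number of such libraries is within what chance gives, and no explanation was tested.

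MERVL-int was higher in shTet2 than in shTet1 by 2.15 on the log2 scale, and the 2-cell-like list by 1.89, with the mean of shTet1 below and that of shTet2 above shScr. The difference itself was tested, in limma with Benjamini-Hochberg adjusted p = 0.0145 for MERVL-int. For the list, fry gave a p of 3.35e-05. Several technical explanations were argued against by the tables. Under 3 scalings of the libraries the smallest difference of MERVL-int was 1.75, so that scaling did not produce it. With the receptor share as a covariate it was 2.06, against carry-over of genomic DNA as the whole cause. A shift between batches that is the same in each group cancels here by design, since each group held replicates 1 to 5. The MERVL-int difference was present in both batches. Within replicates 1 and 2 it was 3.20 (95% confidence interval 2.46 to 3.95) and within replicates 3 to 5 it was 1.46 (0.85 to 2.06). Reads shared within gene families were argued against as the whole cause by the 7 members with under 10% of their sequence in another gene. These had a median difference of 1.74, with 6 of 7 higher, though Tdpoz3 and Tdpoz4 were among them. The 8 members outside the Zscan4, Dub and Tdpoz families had a median of 1.72, with 7 of 8 higher. They were set apart by name only. Among them, Gm5662, Gm8300 and Dux shared 67.9%, 30.1% and 25.6% of their sequence with other genes. No set that met both conditions was tested. No single library accounted for the size of the difference, which was at least 1.74 in the 10 fits that left out 1 library, with no lower confidence bound under 1.16. The adjusted p in limma exceeded 0.05 in 3 of these fits (without shTet1 replicate 2, shTet2 replicate 2 or shTet2 replicate 4), with 0.0595 the highest. The test had been written to require the threshold in each fit, so this part rests on the size of the difference.

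Replicates 1 and 2 carried a larger difference than replicates 3 to 5, and the batch behind this split is not in the labels. A change in how many cells take up a 2-cell-like state is a candidate explanation for the difference of 1.89. It is a hypothesis found and tested on the same data. The difference was 1.72 in members outside the gene families by name, some of which share sequence with other genes. An effect of 1 hairpin that does not pass through TET1 or TET2 was tested only through seed matches and stays open. A different response to the lentivirus or to selection was not tested.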

How the results depend on the processing

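Alternatives added after seeing the data were voom, the batch term, the receptor covariate, and the replicate block combined with median centring or with that covariate. The knockdown of Tet1 and of Tet2 kept its direction and threshold under every alternative run, with differences from −1.89 to −1.73 for Tet1 and −2.01 to −1.80 for Tet2. Across the fits that each left out 1 library, they were −1.91 to −1.77 and −1.95 to −1.83. For the changes below the cause was not tested, unless stated.

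For shTet1 against shScr, the 14 genes became 37 with a filter on the mean of 2 units above the minimum, 3 with only the groups compared in the fit, 22 after quantile normalisation, 56 with array weights, 264 with the batch term and 97 with the receptor covariate. With the replicate block the count was 935 (495 higher, 440 lower), and 839 (346 higher, 493 lower) with median centring as well. It ranged from 1 to 171 across the 10 fits that each left out 1 library, with the highest count without shTet1 replicate 5. In the paired fits the block removes the spread shared by same-numbered libraries, whether it comes from pairing or from the batch.

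For shTet2 against shScr, the 76 genes became 39 after median centring (5 higher, 34 lower, against 43 and 33), 45 after quantile normalisation (16 higher, 29 lower), 283 with array weights and 266 with the batch term. They ranged from 10 to 78 across the fits that each left out 1 library, with the lowest count without shTet2 replicate 2. Replicate numbers were not taken to pair these groups, since the correlation of same-numbered libraries was 0.00789 for replicate 3 and up to 0.769 for the others. With the replicate block the count was 840 (543 higher, 297 lower), and 855 (278 higher, 577 lower) with median centring.

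For shTet2 against shTet1, the 827 genes became 1246 with array weights, 1263 with the batch term, 2178 with the replicate block (1271 higher, 907 lower) and 2278 with the block and median centring (1027 higher, 1251 lower). They ranged from 512 to 810 with 1 library left out, with the lowest count without shTet1 replicate 2. Median centring gave 437 higher and 327 lower, against 561 and 266.

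The 0 repeat classes of shTet1 against shScr became 22 with array weights, 4 with the receptor covariate and 4 with the replicate block and that covariate, all lower, and stayed 0 in the other alternatives. Those of shTet2 against shScr stayed 0 in all alternatives run. The 3 classes of shTet2 against shTet1 became 0 with only these groups in the fit, 9 after median centring, 10 after quantile normalisation, 531 with array weights, 5 with the replicate block, 5 with the batch term, 10 with the receptor covariate, 15 with the block and centring and 9 with the block and covariate. They ranged from 0 to 4 with 1 library left out, with 0 without shTet1 replicate 2. Median centring shifted all differences of this comparison by −0.12.

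Young L1 differences stayed negative in all alternatives run, while their intervals moved across 0. In shTet1, L1Md_T excluded 0 after median centring (−0.49), with the replicate block (−0.54), array weights (−0.88), the batch term (−0.54), the receptor covariate (−0.58), the block and centring (−0.49) and the block and covariate (−0.57). L1Md_Gf did so after centring (−0.42), quantile normalisation (−0.37), the replicate block (−0.47), array weights (−0.85), the covariate (−0.52), the block and centring (−0.42) and the block and covariate (−0.50). L1Md_A included 0 only after quantile normalisation (−0.24). In shTet2, L1Md_T excluded 0 after centring (−0.35), quantile normalisation (−0.43) and the block with centring (−0.35), L1Md_A after quantile normalisation (−0.32), and L1Md_Gf after centring (−0.33), quantile normalisation (−0.32), the covariate (−0.41) and the block with centring (−0.33). With 1 library left out, the differences in shTet1 ranged from −0.68 to −0.41 for L1Md_T, −0.56 to −0.40 for L1Md_A and −0.63 to −0.31 for L1Md_Gf. L1Md_T then excluded 0 in 3 of 10 fits, without shScr replicate 5 (−0.63), shTet1 replicate 3 (−0.68) or shTet1 replicate 4 (−0.68). L1Md_A included 0 in 6 of 10, without shScr replicate 1 (−0.46), 2 (−0.40) or 4 (−0.43), or shTet1 replicate 1 (−0.42), 2 (−0.40) or 5 (−0.41).

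The camera test of TET1-bound classes in shTet1 gave p-values of 0.131 for classes bound in both mappings, 0.0953 without simple repeats, 0.0604 after centring, and 0.00399 to 0.125 with 1 library left out. The correlation of the knockdowns became −0.11 with split controls, and genes called in both in the same direction 71 with the replicate block. Regulators called in shTet2 became 2 over all genes and 4 over the list alone with the block. Gene lists past camera became 0 with the estimated correlation, and those past fry ranged from 0 to 4 with 1 library left out.

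Among 33 other results, 382 values under other settings gave 343 calls as reported, 28 weaker and 11 stronger. Of 355 values with 1 library left out, 246 were as reported, 108 weaker and 1 reversed, Tet3 in shTet2 without shScr replicate 4 (0.016, in a range from −0.39). Beyond the counts and L1 values above, the replicate block changed the calls of 2 gene lists against shScr, Nodal signalling in shTet1 and primitive endoderm in shTet2. Between shTet2 and shTet1, the block moved the unadjusted fry p of p53 response from 0.0512 to 0.00545. That of Nodal signalling moved from 0.180 to 0.0115. In shTet1, Ccdc141 and Tdpoz3 passed the threshold with the block but not in the fit with the group as the only term, with adjusted p-values of 0.00668 and 0.0163 in limma with Benjamini-Hochberg adjustment. The block changed no other adjusted call of a gene or repeat class named in the report.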

Other observations

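Tests of other splits and of hairpin seeds were set before their results were known; the value that decides the test of genomic DNA and repeat level was changed only after the result was seen.

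Other splits of the 10 libraries of a comparison were refitted to see whether the labels mattered. For shTet1 against shScr, 3 of 100 splits, the real one included, gave as many genes as the 14 called, with 135 and 26 genes in the others. The split with 26 followed the batch, as it had all 4 libraries of replicates 1 and 2 on the same side. The split with 135 did not, as it had 2 of these 4 on each side. The splits were fitted without a batch term, so the 264 genes of the real labels with that term are not comparable. Among the 16 splits that part the pairs as the real one does, 1, the real one, gave as many. For shTet2 against shScr and for shTet2 against shTet1, 1 of 100 splits gave as many genes, the real one, and the highest of the others gave 4 and 42. With the replicate block, 1 of the 16 ways to swap labels within pairs gave as many genes as the real labels, for shTet1 against shScr and for shTet2 against shTet1. All other swaps gave 0 genes, but 16 swaps are too few for a share under 0.05. The real labels gave 2295, 2257 and 3057 genes with an unadjusted p under 0.05 in limma. These were for shTet1 against shScr, shTet2 against shScr and shTet2 against shTet1. Other splits gave up to 3828, 3357 and 3517 in the same order, so these unadjusted counts do not tell the labels from other groupings. For repeat classes with an unadjusted p under 0.05, 68, 40 and 28 of 100 splits gave as many as the real one for shTet1 against shScr, shTet2 against shScr and shTet2 against shTet1. Of the splits with as many, 41, 25 and 25 had at least 3 of the 4 libraries of replicates 1 and 2 on the same side. Some splits also gave many repeat classes with a Benjamini-Hochberg adjusted p under 0.05 in limma. A split gave 705 for shTet1 against shScr and another 823 for shTet2 against shTet1, where the real labels gave 0 and 3. In both, at least 3 of these 4 libraries were on the same side. Among the 16 splits that part the pairs, 6 gave as many repeat classes for shTet1 against shScr, but for shTet2 against shTet1 only 1, the real one, did. The counts against shScr were therefore no larger than those of arbitrary groupings. For shTet2 against shTet1 the splits with as many mostly followed the batch, and 16 splits are too few for a share under 0.05.

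Repeat levels differed between libraries of the same group. Genomic DNA carried over into some libraries may contribute, although the paper reports DNase treatment of the RNA. The relation with the receptor share was first set to be read over all 15 libraries, where Spearman's rho was 0.889 (permutation p = 0.00013, adjusted 0.00065 over 5 relations). The libraries fall into separate sets, so this value mostly compares the sets. Within the 11 libraries of the lower set, Spearman's rho was 0.655 (permutation p = 0.0573, adjusted 0.0720), which does not decide it. The correlation left after removing gene reads was r = 0.105 in these 11 and 0.957 in all 15. Scaling by the factors of the gene table left 102% of the spread of library medians. These factors also come from gene reads, so this does not decide whether scaling the repeat table to total gene reads contributes. Repeat level and gene reads had a rho of −0.689 within groups (permutation p = 0.010, adjusted 0.025) and an r of −0.499 (permutation p = 0.0740, adjusted 0.0925). The correlation r was −0.936 within replicates 1 and 2 and −0.279 within replicates 3 to 5. However, gene reads divide the repeat level, so that depth cannot be told apart from the other explanations. A difference in RNA extraction, of which the labels name a pair of methods, was not testable per library.

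Off-target action of a hairpin through its seed was tested on 16883 genes with an annotated 3′ UTR, of which 2610 held the seed match of shTet1 and 801 that of shTet2. If the seed acted, genes with the match would be lower than for rearrangements of the same 7 bases, with a percentile under 5. The percentile of their median shift was 90.5 for shTet1 and 39.6 for shTet2, which argues against a broad seed effect of either hairpin. Off-target effects on single genes were not excluded.

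With the replicate block, 154 genes were called in both knockdowns against shScr, 71 in the same direction and 83 in opposite directions. Groups were simulated with shared controls and with the differences called in each knockdown given to genes at random, so that medians of 603.5 and 551 genes were called. They gave medians of 10 and 11 genes called in both in 50 draws, with 71 or more in the same direction in 1 draw and 83 or more in opposite directions in 0. The highest simulated counts were 120 and 21. Without any difference added, the block fit called a median of 0 genes in each comparison, with 0 the highest for shTet1 and 2856 for shTet2, where 1 of 50 draws had any call. The replicate numbers did not pair shTet2 with shScr, so these counts describe the fit only.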
